A study of Mus musculus with 4 samples.

How the data were processed

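Naive CD8 T cells with Cas9 and the OT-1 receptor were transduced with pooled sgRNAs, transferred after 5 days into congenic mice that were then given B16-OVA tumours, and profiled from those tumours by 10x single-cell RNA sequencing. The deposited matrices hold counts of unique molecular identifiers (UMIs) per feature and cell barcode, not normalised, made by the authors with Cell Ranger 6.1.2 for screen 1 and 7.1.0 for screen 2 per the file headers, on the genome build mm10 per the submitters' processing notes. Features are genes, sgRNAs and, in screen 2, hashtags. Cell barcodes were called before deposit. The labels list a GEX and an HTO entry for screen 2, and its matrices hold both kinds of features. The feature reference deposited by the authors gives the sequence and target of each sgRNA; its 74 and 61 target genes exceed the 73 and 57 of the labels, and every target in it was used.

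Cells were kept with at least 500 genes, 1000 UMIs and at most 10% mitochondrial UMIs. An sgRNA was called from at least 3 guide UMIs with at least 80% of the cell's guide UMIs on it. Cells with several sgRNAs, 23470 in screen 1 and 9886 in screen 2, were left out, which also removed doublets between cells of different sgRNAs; no doublet caller was run. A hashtag was called from at least 100 hashtag UMIs with at least 80% on it, and the 4310 cells of screen 2 with 1 sgRNA and no clear hashtag were not used in the comparisons. Hashtags whose sgRNA makeup differed with a chi-squared per degree of freedom under 2, tested over sgRNAs for hashtags with at least 100 cells, were joined as 1 mouse.

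Counts were summed per sgRNA in screen 1 and per mouse and target in screen 2. In screen 1 each target's sgRNAs with at least 30 cells (at least 2 of them) were compared with the 20 control sgRNAs with as many. In screen 2 each target was compared with the control cells of the same mouse, with the mouse as a block, in mice with at least 20 cells of both (at least 3 mice). The test was edgeR 4.0.16 (glmQLFit, glmQLFTest, TMM factors, filterByExpr), with Benjamini-Hochberg adjustment within each target at 0.05, and the target's own gene was left out of its count. The unit of screen 1 is the sgRNA in 1 pool of mice, so its p-values measure the spread between sgRNAs and not between mice. The same steps were tested on simulated counts with known changes: with 2 target sgRNAs 3.30% of calls were false and 89.5% of 4-fold, 27.3% of 2-fold and 3.45% of 1.5-fold changes were recovered, with 3 target sgRNAs 6.84% were false, above the 5% aimed at, and 98.4%, 56.8% and 11.7% were recovered, and with 6 mice 3.36% were false and 100%, 70.8% and 12.9% were recovered. With 3 and 4 mice 4.17% and 3.67% were false. The simulated genes varied independently with a fixed spread, target sgRNAs had the median depth of controls, and mice had the depths of the deepest Hdac1 and control sums. Real sgRNAs also differed in cell state and depth, so these rates may not hold for the data.

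The 6 targets of each screen with the most called genes were described. For each, the named genes were the target itself and the 3 largest rises and falls among called genes with a mean of at least 20 CPM and one direction in every sgRNA or mouse, without gene models, sex-linked, mitochondrial, ribosomal protein and receptor segment genes. Called members of fixed gene lists were added: progenitor exhausted, effector, terminally exhausted, naive, cycling, interferon-stimulated, cytotoxicity and effector cytokine, T cell receptor activation, tissue residency, natural killer receptor, glycolysis, oxidative phosphorylation, immediate early and heat shock genes, and 9 lists of other cell types (B cells, CD4 and regulatory T cells, dendritic cells, erythroid cells, fibroblasts and endothelium, macrophages and monocytes, melanoma, neutrophils, natural killer cells). Some genes stand in 2 lists. A few genes are not reported here by name, and counts include them. The lists were tested with camera of limma 3.58.1 on log2 CPM (counts scaled to the library total, prior count of 2), with an inter-gene correlation of 0.01 and, as an alternative, an estimated one, adjusted over targets and lists within a screen. Comparisons, tests, lists and the rule for named genes were chosen before the data were examined.

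For cell states, 2000 variable genes without any target gene of either library were reduced to 30 principal components and grouped by k-means into 12 clusters over both screens (scikit-learn 1.9.0, Python 3.11.15). Clusters were named from marker lists, and clusters that did not meet the rule kept their numbers. Clusters 8 (led by genes that include Camk1d and the nuclear transcript Malat1) and 12 (led by Dscam and St6galnac3), with medians of 1934 and 4783 UMIs, held 360 and 83 cells of screen 1 and 3320 and 1820 of screen 2 and stayed unnamed. The mean share over a target's sgRNAs was compared with that over control sgRNAs by a two-sided exact permutation test, adjusted over all targets and 5 states of a screen. The smallest p that 2 and 3 sgRNAs can give was 0.00866 and 0.00113 in screen 1, and 0.0043 and 0.000403 in screen 2. Correlations used 100000 permutations, two-sided. The planned comparison of targets between the screens could not be run, since no target was shared.

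Positions are those of GENCODE vM21 on mm10. Of 36 sgRNAs of the described targets, 31 sequences were found in the target's annotated transcripts, 30 of them in coding exons. For Hdac1, Hdac1g2 was not found, Hdac1g1 lay in an exon outside annotated coding sequence, and Hdac1g3 lay in a coding exon without the NGG motif of Cas9 sites beside it. The search used spliced transcripts, so a site or motif across an exon border would be missed. Among the 63 named genes 3 overlap another annotated coding gene on the same strand and 8 on the other strand. Alternatives were RLE size factors, DESeq2 1.42.0, no filter on low counts, stricter cell, guide and hashtag calls, other minimum cell numbers, 1 kind of control sgRNA, sgRNA or unblocked mouse as the replicate, other numbers of clusters, classes by the highest marker score, and leaving out each replicate and each lane; their effects are given at the end. Depth limits genes with few counts, and intervals on summed counts are exact Poisson intervals at 95% that cover counting error only.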

Results

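The data are droplet single-cell RNA profiles of CD8 T cells taken from tumours, in which each cell carried guide RNAs (sgRNAs) from a pooled CRISPR library. The donor cells expressed Cas9 and the OT-1 receptor, a transgenic T cell receptor for an ovalbumin peptide, and the mice bore B16-OVA, a melanoma line that makes ovalbumin. Screen 1 was sequenced in 4 lanes, from tumours collected 14 days into the experiment, and its cells carry no label of the mouse. Screen 2 was sequenced in 8 lanes and its cells carry 23 antibody hashtags, which per the labels mark individual mice. The feature reference of screen 1 lists 257 sgRNAs against 74 genes, 1 more than the 73 of the label, and that of screen 2 lists 213 sgRNAs against 61 genes, where the label states 57. Each library held 30 control sgRNAs, 15 with no genomic site and 15 with a site outside genes. No target gene was shared between the screens, so no knockout could be compared between them, and 9 control sequences were in both.

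Screen 1 had 73174 cell barcodes and 970680981 gene UMIs, with 204779826 to 258693746 gene UMIs per lane. Of its barcodes 70116 passed the cell filter and 38375 carried a single sgRNA. Screen 2 had 75579 barcodes and 1088385652 gene UMIs, with 91149940 to 153730186 per lane; 59234 barcodes passed the filter, 36687 carried a single sgRNA and 32377 of these also had a clear hashtag. The median depth of the cells used was 10335 UMIs in screen 1, with lane 4 the shallowest at 7146, and 13408 UMIs in screen 2, with lane medians from 8971.5 to 18921.5. One pair of hashtags (20 and 21) and another (10 and 11) had nearly the same sgRNA makeup, with a chi-squared per degree of freedom of 1.23 and 1.57 against at least 28.6 for every other pair, so each pair was counted as 1 mouse, which left 21 mice.

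The first comparison asked which knockouts in screen 1 changed the transcriptome of the tumour-infiltrating cells. Cells with sgRNAs against Ets1, a transcription factor of lymphocytes (ENSMUSG00000032035, mm10 chromosome 9, 32636221 to 32757820), had the most changed genes: 193 rose and 232 fell over 2 sgRNAs and 1397 cells. The interferon-induced membrane genes Ifitm1, Ifitm2 and Ifitm3 had the largest rises, by log2 6.35 ± 0.53, 3.63 ± 0.49 and 3.18 ± 0.55 (SE, n = 2 sgRNAs against 20 control sgRNAs). Ifitm1 stood at 466 ± 642 CPM (counts scaled to the total of the library, mean ± SD) against 3.87 ± 4.23 in controls. Ifitm2 stood at 115 ± 144 against 10.6 ± 10.0 and Ifitm3 at 141 ± 172 against 16.5 ± 16.8. An SD above the mean in all 3 shows that 1 of the 2 sgRNAs carried most of each level, and reads may be shared between these neighbouring paralogs. The largest falls were those of Gzmg, a granzyme (-5.64 ± 1.65), Penk, the precursor of enkephalins (-3.92 ± 0.81), and Plk2, a polo-like kinase (-2.77 ± 0.63). Ets1's own transcript showed no change past the test (-0.17 ± 0.19, adjusted p = 0.780). It was higher in 1 sgRNA and lower in the other, at 175 ± 113 CPM against 194 ± 24.2 in controls (mean ± SD). No loss common to both sgRNAs was thus seen at the level of RNA. A frameshift made by Cas9 need not lower the count of its transcript. Here and below, an unchanged transcript therefore does not show that a knockout failed.

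Among the fixed lists of T cell genes, the list of progenitor exhausted cells had the most falls with Ets1 sgRNAs. Of its 13 measured genes 4 fell and none rose: Bach2, a transcriptional repressor (-2.63 ± 0.57), Il7r, the receptor of interleukin 7 (-1.53 ± 0.36), Ltb, lymphotoxin beta (-1.08 ± 0.31), and Xcl1, a chemokine (-2.60 ± 0.78). Adjusted over the list alone, 6 fell and 1 rose. The list ranked low as a whole (camera, adjusted p = 1.76e-07), but adjusted p = 0.385 with an estimated correlation. These falls also go with cell number, since control sgRNAs with more cells had fewer progenitor-like cells (below) and the 2 Ets1 sgRNAs had 357 and 1040 cells, while controls were used from 30 cells up. In the effector list Itgb7, the integrin beta 7 chain, rose by 2.37 ± 0.25 while Ly6c2 (-2.37 ± 0.52) and Cx3cr1 (-0.87 ± 0.25) fell, among 11 measured; adjusted over the list alone 4 rose and 2 fell. The terminally exhausted list had 2 falls among 15, Csf1 (-1.74 ± 0.35) and the checkpoint receptor Lag3 (-1.13 ± 0.24), the same 2 when adjusted over the list alone. Of 13 genes of T cell receptor activation, Nr4a3 (-1.10 ± 0.22) and Tnfrsf4, the receptor OX40 (-1.30 ± 0.28), fell and Tnfrsf9, the receptor 4-1BB (0.51 ± 0.13), rose. Isg20, an interferon-induced exonuclease (1.60 ± 0.23), and Itga1, a collagen-binding integrin of resident cells (2.15 ± 0.40), rose as single members of their lists. Tnf (-2.02 ± 0.40), the early genes Dusp1 (-1.25 ± 0.25) and Junb (-0.70 ± 0.20), and the receptors Cd160 (-0.93 ± 0.22) and Klrk1 (-0.61 ± 0.14) fell. The Ets1 count rested on the second sgRNA: without Ets1-2, which held 1040 of the cells, 10 genes passed, and without Ets1-1, with 357 cells, 711 did. With controls that have no genomic site alone 236 passed and with controls that have a site outside genes alone 233.

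Loss of Hif1a, the oxygen-regulated transcription factor (ENSMUSG00000021109, chromosome 12, 73901375 to 73947530), lowered genes of glycolysis. Hif1a itself fell by 0.89 ± 0.13 on the log2 scale, to 105 ± 16.8 CPM against 200.0 ± 31.3 in controls (mean ± SD, n = 3 and 20 sgRNAs, 781 cells). Of 11 measured genes of glycolysis 5 fell and none rose, and 9 fell when adjusted over the list alone. Tpi1 fell by 0.68 ± 0.11, Eno1 by 0.71 ± 0.12, Pgk1 by 0.56 ± 0.09, Pkm by 0.39 ± 0.07 and Gapdh by 0.34 ± 0.07 (SE), each in 3 of 3 sgRNAs. The list ranked low against all other genes (camera, adjusted p = 3.02e-24), with adjusted p = 0.0208 with an estimated correlation, the one call of the 601 pairs of list and target in screen 1 that held there. The 3 largest falls were Bnip3, a receptor for the removal of mitochondria (-2.29 ± 0.26), Slc16a3, a lactate exporter (-1.28 ± 0.17), and Pfkl, a phosphofructokinase (-0.73 ± 0.14). Cenpv (0.95 ± 0.17) and Ift27 (0.59 ± 0.13) were the 2 genes that rose, against 14 that fell. Without Hif1a-1 or Hif1a-3 the count was 7 and 9, and with no-site controls alone it was 6.

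**Figure D1:**
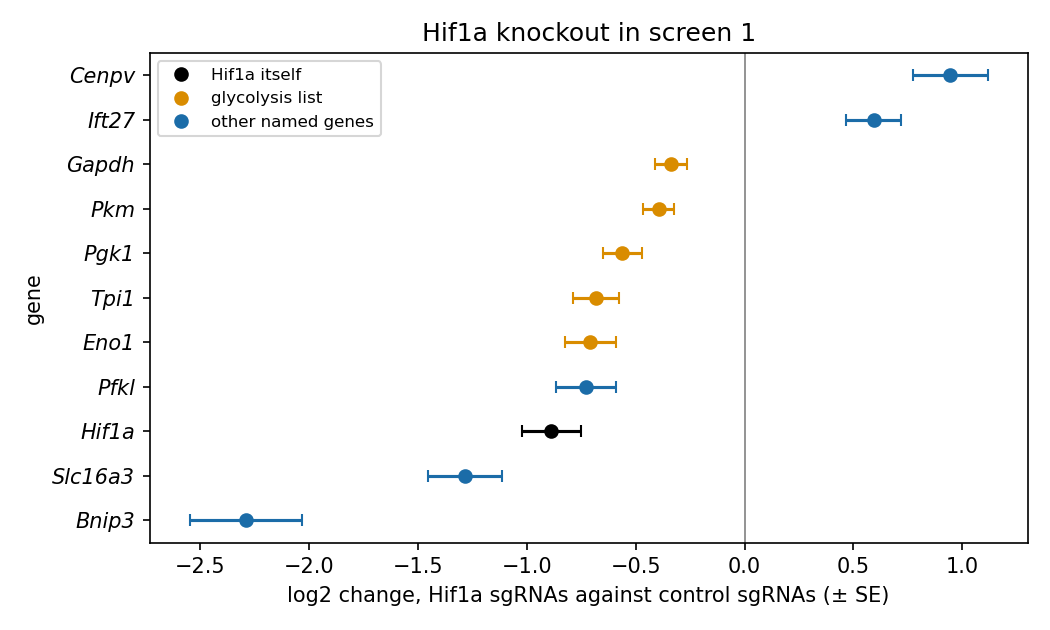
Log2 change (x axis) of named genes and of called members of the glycolysis list in cells with Hif1a sgRNAs against control sgRNAs of screen 1, with the fitted value as a point and the SE as a bar (3 against 20 sgRNAs). The 5 glycolysis genes lie between -0.71 and -0.34.

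Loss of Nr4a2, an orphan nuclear receptor (ENSMUSG00000026826, chromosome 2, 57106830 to 57124003), changed 58 genes, 23 up and 35 down (3 sgRNAs, 963 cells). Cxcl10, an interferon-induced chemokine, rose by 1.29 ± 0.26, Gpr18 by 1.02 ± 0.21 and Prxl2a by 0.91 ± 0.19, while Slc16a11 (-1.57 ± 0.35), Chn2 (-1.42 ± 0.29) and Cd244a, the receptor 2B4 (-1.28 ± 0.30), fell (log2, SE). In the terminally exhausted list, Csf1 (-1.06 ± 0.22) and Cd244a were the 2 falls among 14 measured, with 1 rise; adjusted over the list alone 5 fell and 1 rose. Lef1, a transcription factor of naive and progenitor cells, rose (1.07 ± 0.22), and the stimulus-induced genes Egr1 (-1.04 ± 0.24) and Zfp36 (-1.06 ± 0.17) fell. Nr4a2's own transcript was 0.59 ± 0.15 lower in 3 of 3 sgRNAs, with an adjusted p of 0.0603 over all genes and 0.00227 adjusted over the list alone of the targets. The count was not stable: without Nr4a2-1, Nr4a2-2 or Nr4a2-3 it was 21, 0 and 13, with one-site controls alone 9, with no-site controls alone 100, and without lane 2, 3 or 4 it was 89, 30 and 110.

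With sgRNAs against Irf2, an interferon regulatory factor (ENSMUSG00000031627, chromosome 8, 46739732 to 46847458), 41 genes differed from controls, 18 up and 23 down (3 sgRNAs, 1321 cells). Zbp1, a sensor of nucleic acids and the 1 called member of the 8 measured interferon-stimulated genes, rose by 0.97 ± 0.16. Katna1, a microtubule-severing enzyme (0.95 ± 0.11), and Tiprl (0.92 ± 0.09) rose as well, and Ctss, the protease cathepsin S (-1.49 ± 0.23), Plin2, a lipid droplet coat protein (-1.41 ± 0.20), and Napsa, an aspartic protease (-1.39 ± 0.29), fell. Irf2's own transcript was 0.28 ± 0.20 higher, which did not pass, so no loss was seen at the level of RNA. Chance was not excluded as the source of the 41 genes (below). Without Irf2-3 the count fell to 5, and with one-site controls alone to 13.

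Cells with sgRNAs against Mafk, a small Maf transcription factor (ENSMUSG00000018143, chromosome 5, 139791513 to 139802653), differed in 36 genes, 28 up and 8 down, over 2 sgRNAs and only 109 cells. Nfkbid, a regulator of NF-kB (2.14 ± 0.38), Ssh2, a cofilin phosphatase (1.74 ± 0.36), and the stress gene Gadd45b (1.65 ± 0.27) had the largest rises. The list of immediate early and heat shock genes, which also respond to tissue dissociation, had 2 rises among 12, Junb (1.01 ± 0.19) and Ier2 (0.65 ± 0.12), and 6 when adjusted over the list alone; Nr4a1, an early gene of receptor signalling, rose by 1.09 ± 0.22. Pgk1 (-0.52 ± 0.11), Tpi1 (-0.64 ± 0.14) and Gapdh (-0.37 ± 0.09) of the 11 glycolysis genes fell (6 adjusted over the list alone; camera adjusted p = 4.53e-06, but adjusted p = 0.379 with an estimated correlation), as did Pmvk, an enzyme of the mevalonate pathway (-1.31 ± 0.28), Hells (-0.80 ± 0.19) and Etfb (-0.65 ± 0.14). Mafk's own transcript did not fall (0.26 ± 0.50, 1 sgRNA higher and 1 lower), so no loss was seen at the level of RNA. These cells had a median of 4514 UMIs, against 10007.5 for control sgRNAs. Without Mafk-2 no gene passed, with one-site controls alone none did, with no-site controls alone 56 did, and without lane 1 or 2 the count was 15 and 20.

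In cells with sgRNAs against Zeb2, a zinc finger repressor (ENSMUSG00000026872, chromosome 2, 44983632 to 45117395), 11 genes differed from controls, 9 up and 2 down (3 sgRNAs, 995 cells). Tctex1d2, a dynein light chain gene, rose by 1.29 ± 0.16, Tg by 0.89 ± 0.16 and Nmrk1, a nicotinamide riboside kinase, by 0.71 ± 0.12; the span of Tg holds the lymphoid gene Sla on its other strand. Il18rap, a chain of the interleukin 18 receptor (-0.84 ± 0.15), and Ccnd3, cyclin D3 (-0.40 ± 0.08), fell. Zeb2's own transcript did not change (-0.02 ± 0.15), so no loss was seen at the level of RNA. Chance was not excluded as the source of the 11 genes (below). Without Zeb2-1, Zeb2-2 or Zeb2-3 the count was 1, 4 and 21, with no-site or one-site controls alone 5 and 4, and without lane 2 or 3 it was 7 and 2.

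Across screen 1, 41 knockouts had at least 2 sgRNAs with enough cells, 6 of them changed at least 10 genes, 19 changed at least 1, and 22 changed none by edgeR; those 22 had between 111 and 686 genes with an unadjusted p under 0.05. In all 616 pairs of gene and knockout passed, 299 higher and 317 lower. The number of knockouts with at least 10 genes was 3 with one-site controls alone and 11 with no filter on low counts. Of the 601 pairs of gene list and knockout, 130 were called by camera with a preset correlation. For Irf2 and Zeb2 no list beyond Zbp1 had a member past the test over all genes. The 9 lists of other cell types had 9 to 12 of their 67 genes measured in each of the 6 comparisons, and a single member passed over all genes, Ikzf2 with Ets1 sgRNAs (0.63 ± 0.18).

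The second comparison asked the same of the knockouts of screen 2, with the mouse as the replicate. Loss of Hdac1, a histone deacetylase (ENSMUSG00000028800, chromosome 4, 129516104 to 129542713), changed 1081 genes, 582 up and 499 down (edgeR quasi-likelihood test, 6 mice, 947 cells). The Hdac1 transcript fell by 2.80 ± 0.23 on the log2 scale, to 21.0 ± 11.9 CPM against 156 ± 13.8 in control cells of the same mice (mean ± SD, n = 6), lower in 6 of 6. Spp1, which encodes the secreted protein osteopontin, rose by 4.11 ± 0.61, from 611 ± 640 to 10021 ± 7442 CPM. Basp1, a membrane-bound signalling protein (3.74 ± 0.34), and Rcn3, a calcium-binding protein of the endoplasmic reticulum (3.73 ± 0.31), rose alike. The largest falls were those of Cd7, a T cell surface antigen (-4.45 ± 0.38), Csf1, the growth factor of macrophages (-3.34 ± 0.36), and Chn2 (-2.86 ± 0.47).

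**Figure D2:**
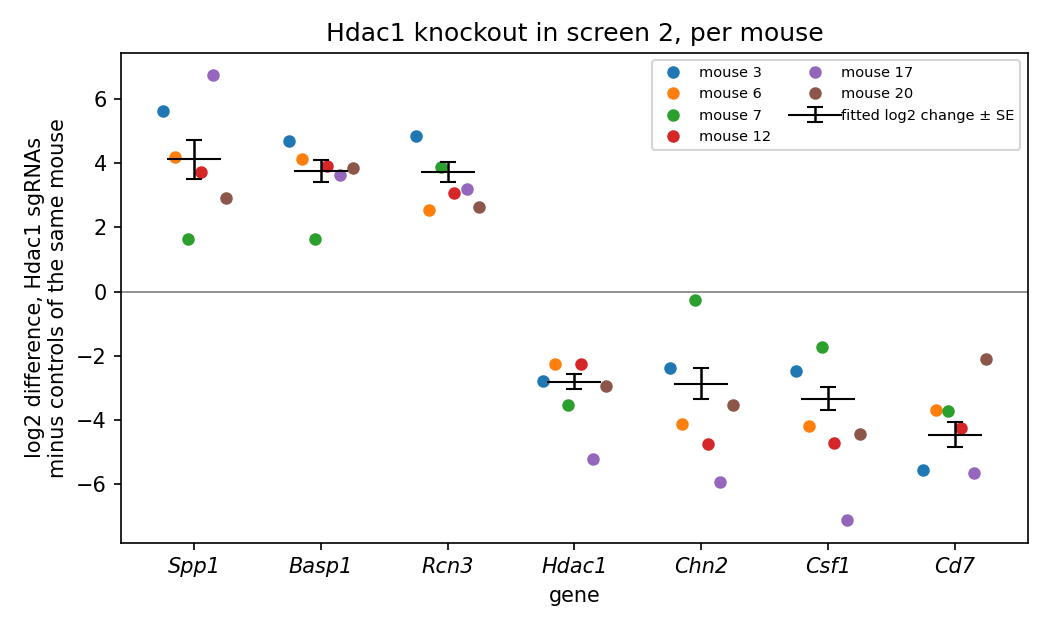
Log2 difference in CPM (prior count of 2) between cells with Hdac1 sgRNAs and control cells of the same mouse in screen 2 (y axis) for Hdac1 and the 6 named genes (x axis). Points are 6 mice, the dash is the fitted change and the bar its SE; every mouse lies on the same side of 0 for each gene.

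Of the 15 measured genes of terminal exhaustion 7 fell and 1 rose without Hdac1, and 9 fell and 1 rose when adjusted over the list alone. Csf1, the chemokine receptor Cxcr6 (-1.80 ± 0.31), the transcription factor Tox (-0.85 ± 0.17) and Pdcd1, which encodes PD-1 (-0.99 ± 0.29), were among the lower. The list ranked low (camera, adjusted p = 0.0243), but adjusted p = 0.647 with an estimated correlation. Of 5 tissue residency genes Runx3 (-0.75 ± 0.09), Rgs2 (-1.13 ± 0.17) and Rgs1 (-0.96 ± 0.26) fell, and 4 did when adjusted over the list alone (camera adjusted p = 0.0036, adjusted p = 0.647 with an estimated correlation). Of 15 cycling genes 4 fell, among them Hmgb2 (-0.70 ± 0.10) and Pclaf (-0.49 ± 0.11), and 8 adjusted over the list alone; of 12 immediate early and heat shock genes 4 fell, among them Ier2 (-0.66 ± 0.11) and Hspa1a (-2.24 ± 0.51), and 7 adjusted over the list alone. Both lists ranked low (adjusted p = 0.00196 and 0.00676), with adjusted p = 0.647 for each with an estimated correlation.

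Killing and effector genes moved both ways without Hdac1. Of 14 measured genes of cytotoxicity and cytokines, the chemokine Ccl3 (1.92 ± 0.30), the pore-forming perforin gene Prf1 (1.57 ± 0.37) and the granzymes Gzmf (3.88 ± 1.09) and Gzmd (4.17 ± 1.17) rose, and Ccl5 (-1.48 ± 0.27) and Tnf (-1.18 ± 0.35) fell; adjusted over the list alone 5 rose and 2 fell. Of 10 effector genes Ly6c2 (1.59 ± 0.28), Gzma (2.87 ± 0.82) and Zeb2 (0.53 ± 0.14) rose, and Klf2 (-1.29 ± 0.23) and Cx3cr1 (-1.41 ± 0.29) fell (5 and 3 adjusted over the list alone). Of 11 progenitor genes the transcription factors Bach2 (1.08 ± 0.14) and Myb (0.96 ± 0.21) rose while Cd7 and Ltb (-1.24 ± 0.25) fell (3 and 3 adjusted over the list alone). Fcer1g, a signalling chain of Fc and natural killer receptors (3.03 ± 0.73), and Klre1 (0.54 ± 0.15) rose and Klri2 (-2.24 ± 0.35) fell among 8 natural killer receptor genes. Irf8 rose (1.37 ± 0.18) and Ctla4 fell (-0.56 ± 0.16) among 13 genes of receptor activation. One gene fell in each of the interferon-stimulated list (Ifi27l2a, -1.63 ± 0.46, of 7), the naive list (Klf2, of 6) and the glycolysis list (Pfkp, -0.42 ± 0.10, of 11), and none of 15 genes of oxidative phosphorylation passed. The other-cell lists had 10 genes measured, of which Eomes, a transcription factor also made by CD8 T cells, rose (1.77 ± 0.29) within the natural killer cell list; no gene of the lists for B cells, CD4 and regulatory T cells, dendritic cells, macrophages and monocytes, or fibroblasts and endothelium passed over all genes, and none of those for melanoma, neutrophils or erythroid cells was measured.

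Mice 3 and 6 held 831 of the 947 cells with Hdac1 sgRNAs. Without mouse 3, 6, 12 or 20 the count was 527, 499, 569 and 636, with no-site controls alone it was 642 and with one-site controls alone 107. Spp1, Basp1, Prf1 and the granzymes also lead cluster 7 of the cell clusters, and without the cells of that cluster 254 genes passed in 4 mice, with Spp1 at 3.19 ± 0.49 and Rcn3 at 3.73 ± 0.32.

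The next 5 knockouts by number of genes were small. With sgRNAs against Dpys, an enzyme of pyrimidine breakdown, 6 genes changed, among them the chemokines Ccl1 (-3.32 ± 0.32) and Ccl9 (-1.87 ± 0.26) and the cytokine gene Ifng (-1.25 ± 0.17), which all fell (log2, SE, 5 mice). With Bmyc sgRNAs 6 genes changed: Sntb1 rose (0.65 ± 0.10) and Il2ra, the high-affinity interleukin 2 receptor chain (-1.21 ± 0.17), and the chemokine Ccl4 (-0.70 ± 0.09) fell (5 mice). Ccr2 of the macrophage list, which T cells also express, fell too (-1.87 ± 0.26), and Il2ra is also in the list of CD4 and regulatory T cells. With sgRNAs against Actr5, a subunit of a chromatin remodelling complex, the falls were Spp1 (-2.42 ± 0.25), Ccl4 (-2.18 ± 0.23) and S100a6 (-1.17 ± 0.10) among 4 genes (3 mice). With Fam126b sgRNAs Serpine2 rose (1.45 ± 0.14) and Gzma (-4.23 ± 0.27) and Gzmk (-1.99 ± 0.21) fell, its 3 genes (3 mice), and with Plekhj1 sgRNAs the falls were Gzme (-3.23 ± 0.33), Upp1 (-3.10 ± 0.37) and Gzmd (-2.98 ± 0.27), its 3 genes (4 mice). The own transcript of none of these targets fell past the test: Bmyc was at 0.11 ± 0.20 (higher in 4 of 5 mice), Actr5 at -0.70 ± 0.29 (lower in 3 of 3), Fam126b at -0.38 ± 0.57 (higher in 2 of 3) and Plekhj1 at 0.22 ± 0.20 (higher in 2 of 4), and Dpys was not measured. One mouse held 62.4%, 45.0%, 69.0%, 65.3% and 42.3% of the cells of these 5 targets in this order. None of these 5 counts was stable. Without mouse 14 the Dpys count was 0, without mouse 14, 2, 3 or 4 the Bmyc count was 2, 1, 31 and 22, and without mouse 2, 20 or 4 the Actr5 count was 0, 67 and 10. Without mouse 20, 3 or 4 the Fam126b count was 1, 77 and 110, and without mouse 12, 13, 2 or 3 the Plekhj1 count was 0, 10, 0 and 1. Leaving out a lane gave 1 to 10, 0 to 15, 0 to 44, 3 to 21 and 3 to 12 genes. Without the mouse block no gene passed for any of the 5, and with the sgRNA as the replicate 0 of the genes called by mouse were called. Among the named falls, Gzme, Upp1 and Gzmd (Plekhj1) and Spp1 (Actr5) are genes that lead cluster 7 of the cell clusters. Ccl1 and Ifng (Dpys) are among those that lead cluster 11. A move of cells between states was not separated here from a change within cells.

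Of the 29 knockouts tested in screen 2, 1 changed at least 10 genes, 14 at least 1 and 15 none by edgeR, those 15 with 129 to 828 genes at an unadjusted p under 0.05. In all 1114 pairs of gene and knockout passed, 590 higher and 524 lower. Camera called 146 of the 426 pairs of list and knockout with the preset correlation and none with an estimated one. With the sgRNA as the replicate in place of the mouse 9 knockouts changed at least 10 genes, and with no filter on low counts all 29 did. With a minimum of 40 cells per mouse none of the 19 knockouts that could be tested did. Hdac1 was not among these 19, as too few mice had that many of its cells.

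The transcript of the targeted gene was checked in its own comparison, where a fall speaks for the guide calls but the lack of a fall decides nothing. In screen 1 it was measured for 36 targets and lower for 28; 3 fell over all genes, Hif1a, the chromatin protein gene Hmgb1 (-1.66 ± 0.14) and Arid4b (-0.84 ± 0.11), and 10 fell and 2 rose, Egr1 (0.98 ± 0.24) and Lef1 (1.48 ± 0.45), when adjusted over the list alone. In screen 2 it was measured for 24 and lower for 18; Hdac1 alone fell over all genes, and 9 fell and 2 rose, among them Spen (1.13 ± 0.28), when adjusted over the list alone.

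The third comparison asked whether a knockout moved cells between states. Clusters 1 and 3, led by histone and mitotic genes such as Cdk1, Cenpf and Mki67, were called cycling-like, and clusters 9 and 10, led by Tcf7, Slamf6, Ccr7 and Xcl1, progenitor-like; clusters 4 and 5 (Ccl5, Cxcr6, Fgl2), 7 (granzymes, Spp1, Prf1) and 11 (Ccl1, Xcl1, Ifng) kept their numbers. Cluster 2, led by genes that include Ung and the DNA replication genes Mcm2 and Mcm3, stayed unnamed. It held 17.0% of the cells of screen 1 and 7.92% of those of screen 2, which the cycling-like shares leave out. Control sgRNAs of screen 1 had 31.0% ± 9.86 cycling-like and 19.5% ± 19.9 progenitor-like cells (mean ± SD, n = 20), and those of screen 2 24.3% ± 9.10 and 13.1% ± 10.4 (n = 29). No share passed the correction in either screen, but a lone difference could not have passed it even at the smallest p the test can give, so this says little about the states. In screen 1, 11 of 205 tests had an unadjusted p under 0.05 by a two-sided exact permutation test over sgRNAs, and in screen 2, 17 of 185. The smallest p was 0.00866 (adjusted 0.592), the smallest that 2 sgRNAs can give in screen 1, for Lrp1, with 14.1% ± 0.880 cycling-like cells, and for Mafk, with 9.39% ± 3.69, both lower in 2 of 2 sgRNAs. The Lrp1 difference of -17.0 points was -4.50 with a minimum of 10 cells per sgRNA. The same p was reached by Mafk in cluster 11, with 30.03% ± 19.8 of its cells against 3.67% ± 2.94, higher in 2 of 2 sgRNAs (a difference of 26.4 points, and 40.4 and 12.3 without 1 or the other sgRNA). Nfkbid and Gadd45b, which rose with Mafk sgRNAs, are among the genes that lead this cluster. In screen 2, Agps had 30.4% ± 6.61 of its cells in clusters 4 and 5 against 14.7% ± 6.20 (exact permutation p = 0.00161, adjusted 0.149), higher in 3 of 3 sgRNAs and in 4 of 4 mice. These cells had a median of 9652 UMIs against 14266.5 for controls. In screen 2 cluster 4 has a low median, 8032.5 UMIs, while that of cluster 5, 14121 UMIs, is near that of controls. Hdac1 had 31.2% ± 10.0 of its cells in cluster 7 against 4.06% ± 4.84 (exact permutation p = 0.000403, the smallest that 3 sgRNAs can give, adjusted 0.0746), higher in 5 of 6 mice, but the genes that lead this cluster are among those that rose in the comparison above. Depth differed here too, with a median of 19150 UMIs for Hdac1 against 14266.5 for controls, and cluster 7 has a high median in screen 2, 21178 UMIs.

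State shares also went with the number of cells per control sgRNA, a relation examined after the data were seen. In screen 1 the progenitor-like share was lower in control sgRNAs with more cells (Pearson's r = -0.81 with the log of the cell number, permutation p = 1e-05, Spearman's rho = -0.87, permutation p = 1e-05, the smallest these can give; 25 sgRNAs with 10 to 1122 cells), and r was -0.80 without the 2 sgRNAs farthest from the median. In screen 2 r was -0.70 (permutation p = 3e-05) and rho -0.71 (permutation p = 2e-05) over 30 sgRNAs, and r was -0.73 without the 2 farthest. The cycling-like share went the other way, with r = 0.72 and rho = 0.74 in screen 1 and 0.47 and 0.51 in screen 2. The cluster 7 share also rose with cell number in screen 1 (r = 0.58, rho = 0.82), with r = 0.06 and rho = 0.19 in screen 2. All 6 states of a screen were tested, and the Benjamini-Hochberg adjusted values of r were 6e-05 and 0.00018 for the progenitor-like and 0.00024 and 0.0237 for the cycling-like share. Within lanes the median rho of the progenitor-like share was -0.636 in screen 1, below 0 in 4 of 4 lanes, and -0.401 in screen 2, below 0 in 7 of 8.

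**Figure D3:**
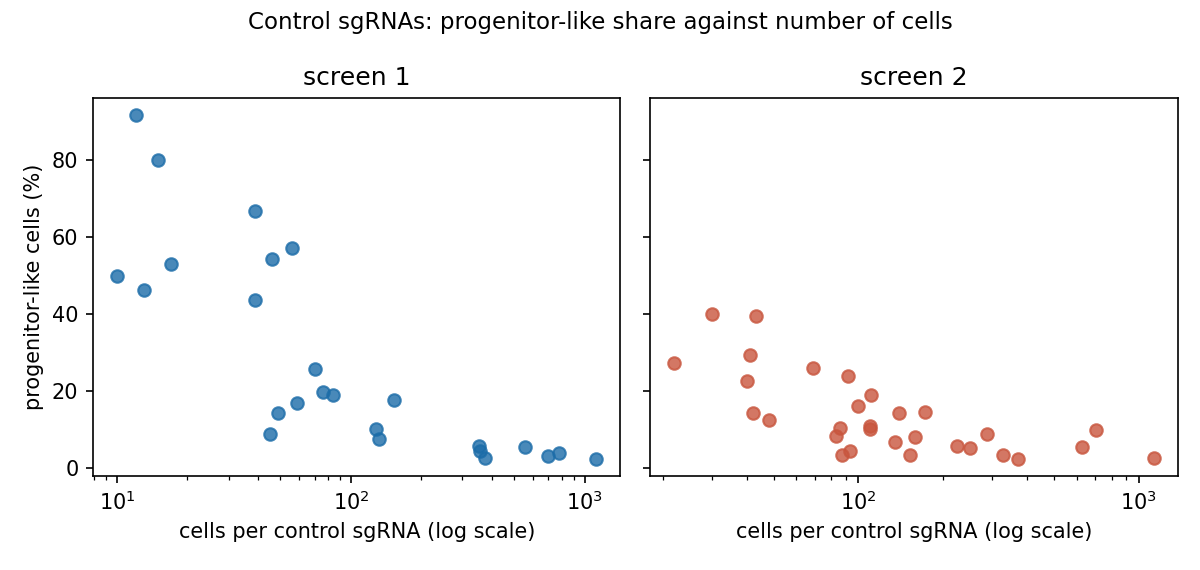
Share of progenitor-like cells in percent (y axis) against the number of cells of each control sgRNA (x axis, log scale) in screen 1 and screen 2, 1 point per sgRNA. The share averages 48.6% in 12 sgRNAs with under 60 cells and 9.81% in 13 with more in screen 1, and 26.5% in 7 and 9.69% in 23 in screen 2.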

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

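The Hdac1 and hashtag tests and the splits of the samples were planned before their results were seen; the count without cluster 7 cells and the look at cells without a clear hashtag were chosen after the main results.

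The breadth of the Hdac1 change was weighed first. A move of cells into cluster 7, whose leading genes include Spp1 and the granzymes, is argued against as the whole cause: without the cells of that cluster the median ratio of new to old log2 change over the 1081 called genes was 0.755 (interquartile range 0.591 to 0.928), and 254 genes passed in 4 mice. Expansion of 2 clones is argued against as well, since of the 830 genes called from mice 3 and 6 alone 602 were measured in the other 4 mice, and 93.7% of these had the same direction there. Chance is argued against as the source of the count. The real grouping called 1081 genes, as many as in 1 of the 32 ways of exchanging target and control within mice, with 130 in the highest other. That is the smallest share this test can give, and Hdac1 was taken for its largest count among the 29 knockouts tested. A loss of the deacetylase itself stays a hypothesis that may account for the change, since 2 mice held most of the cells and the test and the pattern come from the same data.

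Other groupings of the samples were counted for the other described targets. In screen 1, 50 groupings were drawn for each. Chance is argued against for Nr4a2 (58 genes, 1 grouping as large, the real one, highest other 2) and Hif1a (16, 1 as large, highest other 3). No other grouping drawn came near these counts, although 50 draws bound the share only loosely. For Ets1 (425, highest other 533), Irf2 (41, highest other 249), Mafk (36, highest other 40) and Zeb2 (11, highest other 11) 2 groupings were as large, the real one included. That is under 0.05 of those drawn, but 50 draws are too few to place this share firmly under 0.05, so chance is not excluded for these 4. The other groupings were drawn from target and control sgRNAs together, so they can hold part of the target's own sgRNAs. Whether the 249 genes of another grouping for Irf2 stem from such a target sgRNA or from differences among controls was not separated. In screen 2 the groupings were too few for a share under 0.05: Dpys 6 genes with 1 in the highest other (1 of 16 as large), Bmyc 6 with 8 (2 of 16), Actr5 4 with 2 (1 of 4), Fam126b 3 with 4 (2 of 4) and Plekhj1 3 with 3 (2 of 8).

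The hashtag pairs 20 with 21 and 10 with 11 had like sgRNA makeup. Carry-over of one tag onto cells of the other is argued against, as the partner was the second most frequent tag in at most 3.07% of a tag's cells. Tumours from both flanks of 1 mouse with a tag each may be the source, but the labels do not say so and this was not tested.

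Basp1 in the Hdac1 comparison was lowest in mouse 7, at a log2 difference of 1.63 against 3.62 to 4.69 in the other 5 mice. The share of cells in cluster 7 was highest in lane 3 of screen 1, 6.37% against 5.77% to 5.85% in the other lanes. These are 2 of 36 groups tested, where 1.8 are expected by chance. In the 118 cells with an Hdac1 sgRNA and no clear hashtag, which no comparison used, Spp1 stood at 6271 CPM (95% Poisson interval 6181 to 6363) against 686 in 804 such control cells, Basp1 at 95.0 (84.2 to 107) against 13.5, and Rcn3 at 38.6 (31.8 to 46.4) against 6.71. The genes with the largest falls in the comparison were lower in these cells too: Cd7 at 28.0 (22.3 to 34.8) against 66.6, Csf1 at 30.1 (24.1 to 37.0) against 59.9 and Chn2 at 23.2 (18.0 to 29.5) against 37.4. Rises and falls alike were smaller in these cells than in the comparison. The Hdac1 transcript stood at 77.2 (67.5 to 88.0) there, against 154.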

How the results depend on the processing

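The alternatives without low-RNA clusters, with each hashtag as its own mouse, with a hashtag share of 90%, with shares adjusted for cells per sgRNA, with the strict cell filter for shares and without cluster 7 cells were added after seeing the data. Size factors by RLE left every count they were run on within 1.5 times, and so did fits without the mouse block for Hdac1 and for the number of screen 2 knockouts with at least 10 genes, but not for Dpys (6), Bmyc (6), Actr5 (4), Fam126b (3) and Plekhj1 (3), where no gene passed. The cause of the changes listed here was not tested, except that fewer samples or cells were used by construction where replicates, lanes, controls or cells were left out.

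The number of screen 1 knockouts with at least 10 genes was 6; it was 11 with no filter on low counts and 3 with one-site controls alone. With no-site and with one-site controls alone the counts were 236 and 233 for Ets1 (425), 100 and 9 for Nr4a2 (58), 56 and 0 for Mafk (36), 5 and 4 for Zeb2 (11); one-site controls gave 13 for Irf2 (41) and no-site controls 6 for Hif1a (16). Minimum numbers of 10 and 60 cells per sgRNA gave 33 and 353 for Nr4a2, 10 cells gave 15 for Mafk and 60 cells 21 for Zeb2. DESeq2 gave 110 for Nr4a2, 78 for Mafk and 46 for Hif1a, and no filter on low counts gave 28 for Zeb2. Leaving out each sgRNA gave 10 to 711 genes for Ets1, 0 to 21 for Nr4a2, 5 to 50 for Irf2, 0 to 27 for Mafk, 7 to 16 for Hif1a and 1 to 21 for Zeb2; a lone sgRNA is then assumed to vary like the controls. Leaving out each lane gave 309 to 388, 30 to 110, 29 to 41, 15 to 42, 15 to 18 and 2 to 10 in the same order.

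The number of screen 2 knockouts with at least 10 genes was 1; it was 29 with no filter on low counts, 2 with at least 10 guide UMIs, 2 with the strict cell filter, 2 without low-RNA clusters, 0 with at least 40 cells per mouse, 9 with the sgRNA as the replicate and 4 with each hashtag as its own mouse. For Hdac1 (1081) the count was 1874 with no filter, 642 with no-site and 107 with one-site controls, 2081 with the sgRNA as the replicate, 636 with each hashtag as its own mouse and 254 without cluster 7 cells; leaving out each mouse gave 499 to 1207 and each lane 798 to 1039. For Dpys, Bmyc, Actr5, Fam126b and Plekhj1 leaving out each mouse gave 0 to 7, 1 to 31, 0 to 67, 1 to 110 and 0 to 10 genes, and each lane 1 to 10, 0 to 15, 0 to 44, 3 to 21 and 3 to 12; no filter on low counts gave 277, 237, 156, 327 and 111, DESeq2 18, 15, 29, 55 and 4, and the sgRNA as the replicate 0, 0, 17, 36 and 3, with 0 of the main genes among them. No gene passed for Dpys and Plekhj1 with one-site controls, for Bmyc with no-site controls, for Bmyc, Actr5 and Plekhj1 with at least 10 cells per mouse, and for Dpys with at least 40; each hashtag as its own mouse gave 15 for Actr5 and 70 for Fam126b. Bmyc had 2 with the strict cell filter, without low-RNA clusters and with at least 40 cells per mouse, Actr5 8 with at least 10 guide UMIs and 7 without low-RNA clusters, and no-site controls gave 6 for Plekhj1 and 5 for Fam126b. Gene list calls went from 130 to 1 in screen 1 and from 146 to 0 in screen 2 with an estimated correlation. Counts of target transcripts that fell stayed within 1.5 times with at least 10 guide UMIs. No share difference passed under the alternatives run, which says little about stability, since a lone difference could not pass with the tests as reported. Among the share differences named in the report and the 10 nearest to the threshold, 1 changed sign: Ldhb in cluster 11 went to +0.767 points with classes by the highest marker score, and Lrp1 in the cycling-like state went from -17.0 to -4.50 points with at least 10 cells per sgRNA. The comparison of shared targets and its alternatives were not run, since no target was shared, and Hdac1 could not be tested with 40 cells per mouse, as too few mice had them.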

Other observations

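The counts of recovered cells, the relation to clone size and all tests in this part were chosen after the data were seen.

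Cells with some of the knockouts were scarce in the tumours. In screen 1 control sgRNAs had a median of 52.5 cells, and 6 of 74 targets had fewer cells than controls by a two-sided permutation test on log cell numbers over sgRNAs, with Benjamini-Hochberg adjustment: Eif4a3, a helicase of RNA processing (0 cells), the ribosomal protein gene Rps6 (2), the elongation factor gene Eef2 (4 cells over 8 sgRNAs), and the transcription factor genes Tbx21, which encodes T-bet (2), Klf2 (5) and Batf (6). No target had more. The next in order, Runx3 with 15 cells (adjusted p = 0.0853) and Ezh2 with 24 (adjusted p = 0.102), did not pass. In screen 2 the control median was 110 cells, and 20 of 61 targets had fewer and none more. They include the actin gene Actb, the ribosomal protein genes Rpl24 and Rps18 (0 cells each), the mitotic kinase gene Aurkb, the chaperone gene Hspa8 and Fcf1 (1 each), the proteasome gene Psmb2 (2), the ribosome assembly genes Nol9 (6), Utp6 and Wdr36 (9 each), and the receptor gene Il2rb, a chain of the interleukin 2 and 15 receptors (5, 4 and 132 cells of its 3 sgRNAs, so 1 of them was not scarce). The input libraries were not analysed here, so a low number can also stem from a scarce sgRNA in the pool.

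A small number of pairs of sgRNA and mouse held a large part of the cells. In the 17 mice of screen 2 with at least 100 cells, the most frequent sgRNA held 9.15% to 59.8% of a mouse's cells (median 26.3%). Over all 21 mice, 36 pairs of sgRNA and mouse with at least 200 cells held 48.6% of all cells, while 405 pairs had 1 cell. Over all pairs 46.2% of cells were progenitor-like where a pair had 1 cell, 37.7% with 2 to 9 cells, 17.0% with 10 to 49, 4.36% from 50 to under 200 and 2.76% with 200 or more, while cycling-like cells went from 13.1% to 24.7%.

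For the fall of the progenitor-like share with cells per control sgRNA, 3 technical explanations were tested. Wrong sgRNA calls are argued against, since rho was still -0.547 in screen 2, the weaker screen, over cells at or above the median of guide UMIs. A difference between lanes is argued against, since the share was 25.1 ± 13.3 percentage points (mean ± SD) higher in control sgRNAs under 60 cells within the same lane, in 12 of 12 lanes, which are splits of 2 pools with the same sgRNAs and no independent samples. A difference between mice is argued against as the whole cause, since within a mouse sgRNAs with under 10 cells had 38.0% ± 19.0 and those with at least 50 cells 2.90% ± 2.32 progenitor-like cells, a mean difference of 35.1 points, higher in 16 of 16 mice (two-sided exact sign-flip permutation p = 3.05e-05, the smallest it can give), although rho over the sgRNAs with at least 10 cells in a mouse, in a set of 16 mice that differs by 1, was below 0 in only 10 (median -0.411, from -0.821 to 0.857). A candidate explanation that stays open is that expanded clones leave the progenitor-like state; no biological explanation was tested, since no group of the design gives one.

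A cluster of 178 cells (0.252% of those used), found with 20 clusters, carried genes of macrophages, with 2 cells of Hdac1 sgRNAs among them and 0 of Ets1 sgRNAs; it was led by Lyz2, Cxcl2 and C1qb and also carried Ifitm2 and Ifitm3.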
